A study of Mus musculus with 960 samples. Its data were reported in "Joint single-cell DNA accessibility and protein epitope profiling reveals environmental regulation of epigenomic heterogeneity" (2018).

How the data were processed

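Single cells were isolated from a primary breast tumour of the MMTV-PyMT mouse, a strain in which a viral oncogene drives tumours of the mammary epithelium. The cells were fixed, permeabilised and stained with antibodies, and Tn5 transposase tagged their accessible DNA in bulk. Single cells were then sorted 1 per well into 96-well plates, and their tagged DNA was amplified and sequenced (ATAC-seq). GEO's labels list 960 wells, of which 768 on 8 plates were stained for EpCAM, an epithelial surface protein, and HIF1α, the oxygen-regulated subunit of hypoxia-inducible factor. The other 192 wells on 2 plates were stained for EpCAM and CD45, a surface protein of blood-derived cells. The level of HIF1α in each well is not in the labels, and no animal is named.

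The values used here are the positions in the authors' deposited list of accessible regions, a single file for the whole series. According to the study's methods, the authors trimmed adapters, mapped reads to the mouse genome build mm9 with Bowtie2 version 2.1.0, kept uniquely mapped reads of good quality, and removed PCR duplicates (Picard version 1.79) and mitochondrial reads. Both the mouse build mm9 and the human build hg19 appear in the submitters' processing notes. Peak summits were called by the authors with MACS2 (version not given in the sources used here) on the pooled single cells of a tissue condition. Each summit was widened to a fixed window, and the windows with the lowest q-values were kept. The deposited list holds 50000 windows of 500 bp with a name each and no score, height or q-value. The list is named after HIF, which points to the HIF1α-stained experiment, whose cells the study describes as EpCAM-positive, but whether the CD45-stained wells entered the pool is not stated outright. The list holds no read counts, and the study gives only an average number of reads per cell, so the depth behind each window and the precision it gives are unknown. The study also graded more cells for HIF1α than the 768 wells labelled with that stain, a number close to the 960 wells of the whole series. Its experiment with EpCAM and CD45 likewise covered more cells than the 192 wells labelled for it. The sources used here do not say how these counts relate, so wells labelled CD45 may have entered the pool.

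Because the list was called on pooled cells, it is 1 sample. No comparison between the staining groups, between wells or between levels of HIF1α was possible from it. There is no replicate error, and intervals and p-values describe windows, genes or chromosomes within this list, not animals. Windows close to each other are not independent, so p-values over windows are too small.

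Planned tests of a score per region could not be run on a list without scores. The number of windows kept from the same called peak, read from the window names, took the place of the score for choosing which genes and regions to name. A comparison of promoter shares between called peaks with several kept windows and with 1 replaced the planned comparison of their scores. A call with several summits carries a letter per summit in its name. The rule for named genes took from each list up to 4 members with the most windows within 1 kb of a start site and the first 4 members without any. Epcam, Hif1a and Ptprc were always named, with the called peaks that kept 8 or more windows and the 5 densest 1 Mb bins. Genes outside this rule are said to have been chosen after their values were seen.

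Coordinates are on mm9, and the reference genome used was the same build. No window ran beyond a chromosome end. Protein-coding genes and 45993 start sites of their transcripts came from GENCODE release M1 on chromosomes 1 to 19 and X. A gene was called accessible when a window lay within 1000 bp of any of its start sites. Each window's summit was assigned to the first class that applied among promoter (within 1000 bp of a start site), 5′ UTR, coding exon, 3′ UTR, intron and intergenic. Exact (Clopper-Pearson) 95% binomial intervals were used for shares of windows and genes, and Wilson intervals for motif shares; both cover counting error only.

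Windows per chromosome were divided by the length without gaps, and chromosome X was set against the 19 autosomes by an exact permutation over the chromosomes. Neighbours within 5 kb were counted against 1000 random placements in the ungapped sequence of the same chromosome, and annotation classes against 20 placements. The 16 gene lists held 325 entries and were fixed before the data were examined. All entries matched the annotation, 5 of them through another symbol taken from a RefSeq gene table, which left 322 genes after repeats within a list were removed. Each list was compared with all other protein-coding genes by a two-sided Fisher exact test with Benjamini-Hochberg adjustment over the lists. Odds ratios, here and for motifs, were computed after adding a small constant to each count. This keeps them finite and above 0 where all or no members are accessible. Every list was also set against 10000 random lists drawn from the same 20 strata of CpG content at the start site. This comparison was added after the data were seen, as were the gene families by symbol, the clusters of windows joined over gaps of up to 12.5 kb, the split of motifs between start sites and other windows, the motif positions and the split of chromosome X by mappability and start sites.

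The 21 transcription factor consensus sequences were also fixed beforehand, and a window counted as matched when either strand held the sequence. Control windows were 500 bp tiles of the same chromosome with no overlap of the list in the same 10 bp class of GC content, each drawn once. A control was found for 48281 of the 50000 windows, and the rest were left out because no tile of their class remained. Mean GC content was 54.7% in all windows and 54.0% in the controls, and the matched windows held 17.3 CpG on average against 12.9 in their controls. Shares were compared by a two-sided Fisher exact test with Benjamini-Hochberg adjustment, and p-values under 1e-300 were set to that value before adjustment. Matches in the central 100 bp were compared with those in an outer 100 bp, made of the stretches between 50 and 100 bp from each edge, by an exact binomial test.

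The uniquely mappable share of each chromosome was estimated from 20000 random positions, counted as unique when their 72 bases occurred once in the genome on both strands together. The main functions were tested on simulated data. In 50000 randomly placed windows, chromosome X had 0.978 times the autosome median density, neighbours within 5 kb came to 1.01 times the random mean, and the promoter share to 1.00 times. Among simulated lists of 20 genes with 90% accessible against 50%, 88.7% were called, and 1.23% of lists without a difference. An AP-1 sequence planted in 5.15% of 10000 windows raised the share over control by 5.27 percentage points, and 0 of the other motifs were called. In a simulated sequence with 60% of positions unique, 60.4% were found unique.

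The alternatives set beforehand were merging windows that overlap by 1 bp or by 250 bp, neighbour distances of 2 and 20 kb, promoter distances of 500 bp and 5 kb, list distances of 500 bp and 10 kb, control windows 5 kb beside each region, and the central 200 bp of each window. Added later were called peaks with 2 or more kept windows, the outermost start site of each gene, and controls matched on CpG content. In that matching of controls, all windows with 30 or more CpG were treated as alike. Python version 3.11.15, NumPy version 2.4.6, SciPy version 1.17.1, pandas version 2.3.3, pysam version 0.24.0 and Matplotlib version 3.10.9 were used.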

Results

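The series profiled open chromatin in single cells of a mouse breast tumour, with 8 plates of wells stained for EpCAM and HIF1α and 2 plates stained for EpCAM and CD45. The data used here are 1 list of 50000 summit windows called on pooled cells, and raw reads were not used. The account below therefore describes the tumour as a pool and has no replicates. The windows came from 38400 called peaks and covered 23.9 Mb, which is 0.933% of the ungapped genome.

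The genes of the stained proteins differed in their number of windows. Epcam encodes the epithelial surface protein stained in every well. On mm9 it spans positions 88035319 to 88050446 of chromosome 17, and 8 windows overlapped it, from the start site (88034977 to 88035476) through the introns. A further 10 windows lay in the intergenic stretch between positions 88001351 and 88019723, upstream of the gene, and 1 lay downstream (from 88071497). The downstream window was classed as promoter although 36428 bp from an Epcam start site, so it lies at the start site of another gene. Hif1a, which encodes HIF1α and spans 75002362 to 75048517 of chromosome 12, held 1 window (75008612 to 75009111) with its summit 29 bp from an annotated start site, and 2 more windows lay beyond its end (from 75050457 and from 75065218). The one from 75065218 was also classed as promoter, 56577 bp from a Hif1a start site, and so lies at the start site of another gene. Ptprc, which encodes CD45 and spans 139959438 to 140071882 of chromosome 1, had no window in the gene or within 50 kb of it, and the closest summit lay 173315 bp from a start site. The list gives presence of a window only, so the 3 genes were compared by the number and place of windows and not by signal.

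**Figure D1:**
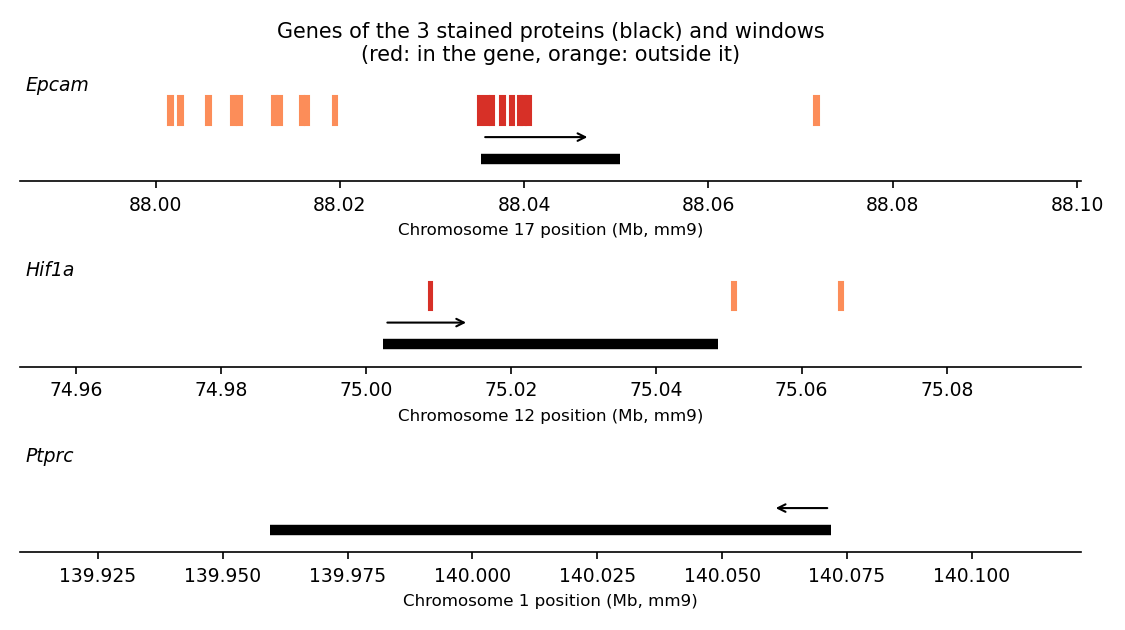
Positions of summit windows (red in the gene, orange outside it) around Epcam, Hif1a and Ptprc (black bars, arrow in the direction of transcription), with 50 kb on each side and the position in Mb on mm9. Epcam has 8 windows in the gene, 10 upstream and 1 downstream, Hif1a has 1 in the gene and 2 downstream, and Ptprc has none in the view. The downstream window of Epcam and the farther one of Hif1a lie at start sites of other genes.

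Marker genes were examined next, to see which cell types and programmes had open start sites in the pooled tumour. Luminal epithelial genes, those of the milk-facing layer of the mammary duct, were nearly all accessible, with a window at the start site of 29 of 30 members (96.7%, exact 95% interval 82.8% to 99.9%). Gata3, a master regulator of luminal identity at 9778705 to 9811661 of chromosome 2, had 6 windows within 1 kb of its start sites and 29 windows over the gene. Ehf, an epithelial ETS factor, also had 6 at its start sites, and 5 each were found at Esrp1, an epithelial splicing regulator, and Kit, a receptor of luminal progenitors. Foxa1, a pioneer factor of luminal cells, was the member without a window, and its closest summit was 45452 bp away. Among all 22342 protein-coding genes 11664 (52.2%) were accessible, and the luminal list stood above other genes with an odds ratio of 18.0 (Fisher exact test, adjusted p = 8.27e-07).

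Hypoxia response genes were also nearly all accessible, with 41 of 43 members accessible (95.3%, exact 95% interval 84.2% to 99.4%; odds ratio 15.2, Fisher exact test, adjusted p = 1.34e-08). Eno1, a glycolytic enzyme, carried 6 windows within 1 kb of its start sites. Pfkfb3, which raises glycolytic flux, Vegfa, the main angiogenic growth factor (46153942 to 46169326 of chromosome 17), and Ldha, which makes lactate, carried 5 each. Lox, a collagen cross-linking enzyme, and Slc16a3, a lactate exporter, had no window within 1 kb, with closest summits 63936 bp and 40595 bp away. Glycolytic enzymes on this list also serve cells in normal oxygen, and all 20 housekeeping genes were accessible as well (odds ratio 37.6, adjusted p = 1.40e-05), Gapdh with 5 windows and Actb, Ubb and Hsp90ab1 with 4 each. Only 1 of the hypoxia genes, Pgk1, is also on the housekeeping list; it was chosen after its values were seen.

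Basal and myoepithelial genes, those of the contractile outer layer, were split. Windows were present at 11 of 20 start sites (55.0%, exact 95% interval 31.5% to 76.9%), close to other genes (odds ratio 1.11, adjusted p = 0.827). Egfr, the receptor of epidermal growth factor, had 4 windows at its start sites, Sox10 and the Notch ligand Jag2 had 3 each and Itga6, a laminin receptor subunit, had 2. In contrast, the basal keratins Krt5 and Krt14, the basal regulator Trp63 and the smooth muscle actin gene Acta2 had none within 1 kb. Trp63 nevertheless held 5 windows elsewhere in the gene. Milk protein genes, which mark secretory differentiation, had windows at 4 of 12 start sites (odds ratio 0.484, adjusted p = 0.267). Against random lists matched on CpG content the direction turned, with a random mean of 1.38 (adjusted p = 0.0983). The 4 accessible genes were Wap, Mfge8 and Xdh with 2 windows each and Btn1a1 with 1, while the casein genes Csn1s1, Csn1s2a, Csn1s2b and Csn2 had none within 1 kb of a start site (Csn1s2b held 1 elsewhere in the gene).

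Marker genes of blood, stroma and vessels mostly lacked windows at their start sites. Of 20 pan-immune genes 5 were accessible (odds ratio 0.325, adjusted p = 0.0302), among them the haematopoietic regulators Ikzf1 with 5 windows and Runx1 with 2, the actin bundler Lcp1 with 3 and Arhgdib with 3. Cd52, Coro1a and Laptm5 had none, like Ptprc. T and NK cell genes were accessible in 1 of 16 cases (Tcf7; odds ratio 0.0885, adjusted p = 0.000381), and the T cell receptor complex genes Cd3d, Cd3e, Cd3g and Cd247 were without a window. B cell genes were accessible in 1 of 10 cases (Bank1; odds ratio 0.144, adjusted p = 0.0142), with none at Cd79a, Cd79b or Ms4a1. Macrophage and myeloid genes were accessible in 2 of 21 cases (Cd14 and S100a8; odds ratio 0.117, adjusted p = 0.000237), with none at the start sites of Csf1r (1 elsewhere in the gene), Lyz2, Emr1 or Itgam. Against random lists matched on CpG content, none of these immune lists passed. The odds ratios were then 0.816 (pan-immune), 0.336 (T and NK cell), 0.432 (B cell) and 0.893 (macrophage and myeloid).

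Fibroblast genes had windows at 4 of 20 start sites (odds ratio 0.249, adjusted p = 0.0101), with 3 at Pdgfra, 2 at Vim and 1 each at Prrx1 and S100a4, and with none at the start sites of the collagen genes Col1a1, Col1a2, Col3a1 and Col5a1 (1 elsewhere in Col5a1). Endothelial genes had them at 2 of 16 (Flt1 and Erg; odds ratio 0.158, adjusted p = 0.00334), with none at the start sites of Pecam1 (5 elsewhere in the gene), Cdh5, Kdr (1 elsewhere) or Tek. Adipocyte genes had them at 2 of 11 (Lipe and Acvr1c; odds ratio 0.241, adjusted p = 0.0385), with none at Adipoq, Plin1, Fabp4 or Cidec. As lists of cell types foreign to the tumour, neuronal genes had windows at 2 of 20 (Snap25 among them; odds ratio 0.124, adjusted p = 0.000372) and hepatocyte genes at 1 of 19 (Ahsg; odds ratio 0.0741, adjusted p = 8.71e-05).

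Transcription factor genes of the AP-1 family and chromatin remodellers were accessible at 14 of 18 start sites (odds ratio 2.95, adjusted p = 0.0385). Jun, Jund, Bach1 and Arid1a had 4 windows each, and Fosl1, Batf (2 elsewhere in the gene), Batf3 and Smarcb1 (1 elsewhere) had none at their start sites. Of the 18 members 17 have a CpG island start site, and against CpG-matched lists the direction turned (random mean 14.9, odds ratio 0.751). Genes of the p53 pathway, FOX and E2F factors and regulators of epithelial-mesenchymal transition were accessible at 20 of 26 (odds ratio 2.89, adjusted p = 0.0243), with 6 windows at E2f3, 4 each at Bbc3 and Foxo3 and 3 at E2f2. Trp73 (4 elsewhere in the gene), Foxd4, Zeb2 (1 elsewhere) and Foxa1 had none at their start sites. The direction of this list turned too (random mean 20.7, odds ratio 0.860), and its call was lost in called peaks with 2 or more kept windows (1.40) and with the outermost start site alone (2.18).

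In all, 5 lists lay above and 9 below other genes at an adjusted p of 0.05. With windows within 10 kb of a start site counted, 6 lists lay below, and the pan-immune (odds ratio 0.612), B cell (0.285) and adipocyte lists (0.367) no longer passed. In called peaks with 2 or more kept windows 3 lists lay below, those of macrophages, neurons and hepatocytes. Fewer members are accessible there. The T and NK cell (0.110), endothelial (0.110), adipocyte (0.158) and B cell lists (0.173) each had 0 accessible members. None of these lists passed. Their odds ratios, in brackets, lie above 0 only through the constant added to each count, so they follow list size. The fibroblast (0.490, 2 accessible) and pan-immune lists (0.725, 3 accessible) moved towards 1 and did not pass either. Start sites differ in CpG content, and 84.3% of the 10787 genes with a CpG island start site were accessible against 22.2% of the rest. Against random lists matched on CpG content, the luminal (29 accessible, random mean 19.1, adjusted p = 0.0016) and hypoxia lists (41 accessible, random mean 32.4, adjusted p = 0.00213) passed above. Housekeeping genes did not pass (20 accessible, random mean 16.4, adjusted p = 0.0971), although their odds ratio of 9.98 exceeded the 5.60 of the hypoxia list. All 20 members were accessible, so the 9.98 is finite only through the added constant. The neuronal (2 accessible, random mean 11.5, adjusted p = 0.0016) and endothelial lists (2 accessible, random mean 6.23, adjusted p = 0.0488) passed below. The T and NK cell (odds ratio 0.336), fibroblast (0.372), B cell (0.432), hepatocyte (0.436) and adipocyte lists (0.466) stayed below 1 without passing, and the macrophage (0.893) and pan-immune lists (0.816) came close to 1. The value 0.0016 rests on the smallest p that 10000 random lists can give, 0.0002.

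**Figure D2:**
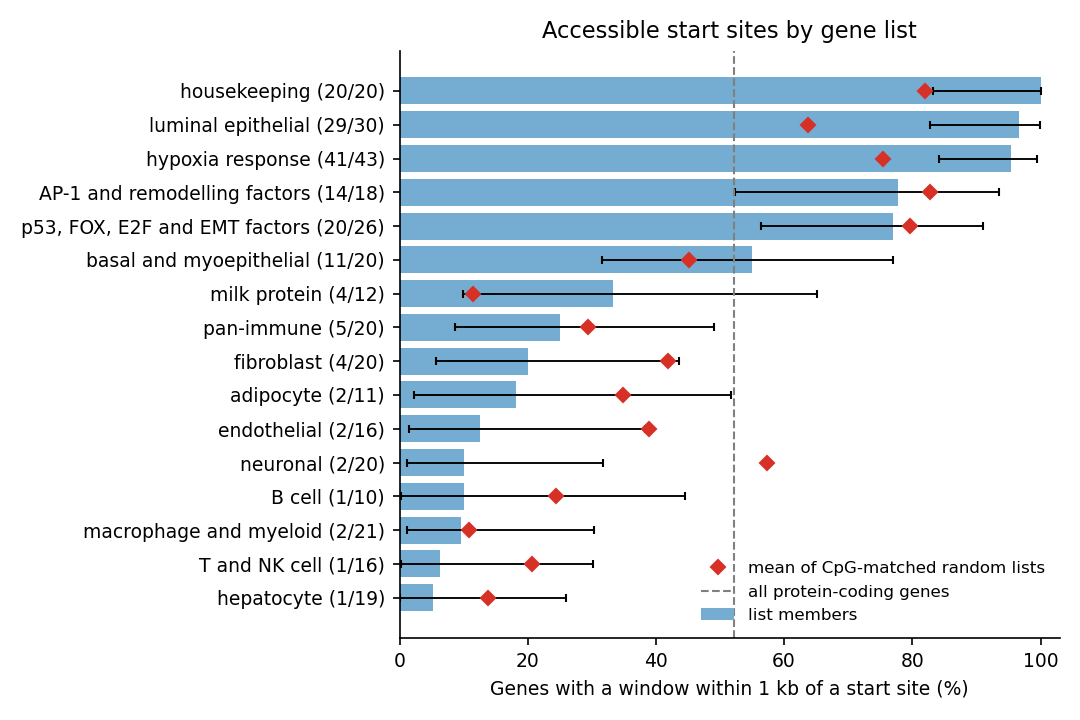
Percentage of each list's genes with a window within 1 kb of a start site (bars, with exact 95% binomial intervals; accessible and total members in brackets), the mean of random lists matched on CpG content (red diamonds) and the 52.2% of all protein-coding genes (dashed line). The luminal and hypoxia bars lie at 96.7% and 95.3%, right of their diamonds, and the neuronal bar at 10.0% lies left of its own.

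Promoters held 35.9% of the summits (17934 windows, exact 95% interval 35.4% to 36.3%), 14.7 times the 2.44% of randomly placed windows. Coding exons held 1.86%, 3′ UTRs 1.05% and 5′ UTRs 0.108%. Introns held 29.5%, against 35.7% at random, and intergenic sequence 31.6%, against 59.6%.

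Accessible windows gathered along the chromosomes. Of the 50000 windows 32729 (65.5%) had another within 5 kb, against a mean of 9292 and a highest value of 9641 over 1000 random placements, a ratio of 3.52 (p = 0.001, the smallest that 1000 placements can give). The densest 1 Mb bins were 87000001 to 88000000 of chromosome 8 with 12.6 windows per 100 kb, 79000001 to 80000000 of chromosome 10 with 11.2, 56000001 to 57000000 of chromosome 17 with 11.1, 73000001 to 74000000 of chromosome 8 with 10.8 and 148000001 to 149000000 of chromosome 7 with 10.7. These bins also overlapped 38 to 61 protein-coding genes each. Within 20 kb the ratio was 1.51. Of the windows, 19910 came from called peaks with 2 or more kept windows, and random placement did not hold these together. That count exceeds the highest random value of 9641. Neighbours within a called peak would therefore suffice for the small p. They are argued against as the whole cause, since 32729 windows had a neighbour and at most 19910 of them came from such peaks. Each of the rest was the only kept window of its called peak, so its neighbour belonged to another called peak. These remaining windows still outnumbered the highest random value of 9641. A random placement that holds each called peak together was not run.

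Single called peaks with many kept summits marked broad open stretches. The one with the most, 13 windows, lay inside Gata3 (9799568 to 9806358 of chromosome 2), where the uncharacterised gene 4930412O13Rik starts on the opposite strand. An intron of Coro2a held 11 (46597796 to 46603120 of chromosome 4), and so did intergenic sequence nearest to 6430527G18Rik (88231932 to 88236676 of chromosome 12). Igsf8 had 10, and 9 each were found at Ppm1k, at Gse1 and in intergenic sequence 21793 bp from the nearest start site, that of Ly6e. Intergenic sequence 13135 bp from Bcl9l, the receptor gene Erbb4, Apobec3 and the MAP kinase phosphatase gene Dusp6 had 8 each. Windows from peaks with 2 or more kept summits fell in promoters more often than windows from peaks with 1, at 50.4% against 26.3%. This difference of 24.1 percentage points exceeded that in all 100000 permutations within chromosomes (p = 1e-05, the smallest they can give). It was 8.91 points when windows overlapping by 250 bp were merged and the merged were compared with the rest.

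Chromosome X stood apart from the autosomes. It carried 1141 windows, or 7.04 per ungapped Mb, against a median of 20.6 on the 19 autosomes, which ranged from 14.6 on chromosome 14 to 26.1 on chromosome 17. The ratio of X to the autosome median was 0.341 (exact permutation over the 20 chromosomes, p = 0.05, the smallest this design allows). Per uniquely mappable Mb, X had 4.62 windows at start sites, 0.614 of the autosome median, and 3.97 away from them, 0.279 of the autosome median. Whether the 2 ratios differ was not tested.

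**Figure D3:**
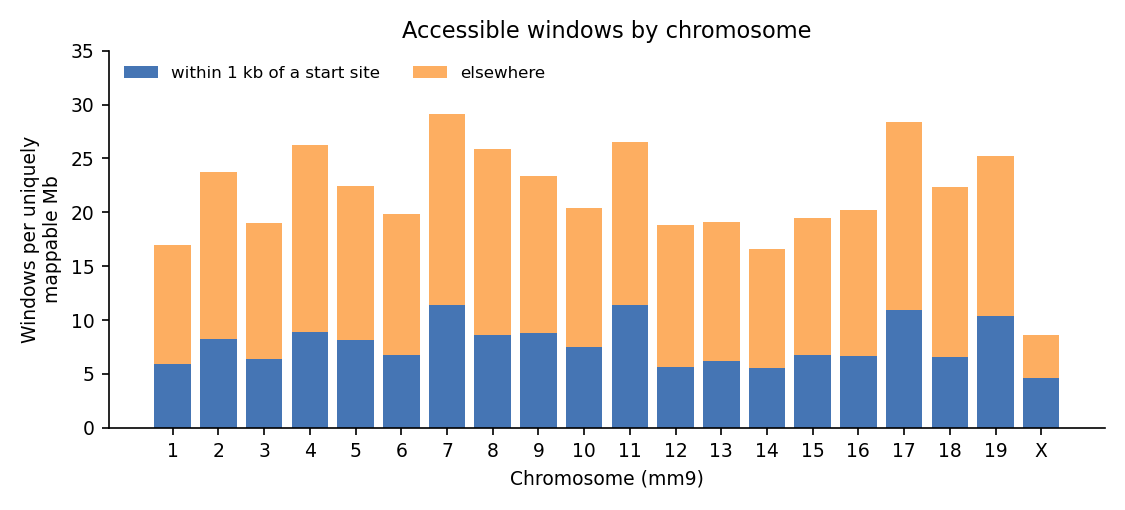
Windows per uniquely mappable Mb on each chromosome (bars), split into windows with a summit within 1 kb of a start site (blue) and all others (orange). X stands at 8.59, below the lowest autosome at 16.6, and its orange part is the smaller.

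Sequence motifs were counted to see which consensus sequences of transcription factor families occur in the open regions. The HIF core counted was RCGTG, with R for A or G. A match to so short a sequence does not show that HIF binds there. At start sites the odds ratios of the NRF and C/EBP sites were highest. The site of NRF, which drives genes of respiration, was in 1.64% of start site windows against 0.205% of GC-matched controls (odds ratio 8.04), and the C/EBP site in 0.367% against 0.0662% (odds ratio 5.36). The HIF core was in 76.0% against 53.3% (odds ratio 2.77), the ETS site in 22.5% against 9.86% (odds ratio 2.65) and the SP/KLF site in 50.0% against 28.2% (odds ratio 2.54). With controls matched on CpG content as well, the start site odds ratio was 1.55 for the HIF core, below those of NRF (5.41), CTCF (2.99), ETS (2.80), C/EBP (2.37), SP/KLF (1.93), STAT (1.85) and AP-1 (1.66, against 1.23 with GC-matched controls), and of the full NFI site, which did not pass (1.67). Windows with 30 or more CpG were not told apart in this matching. A difference in CpG content may therefore remain in these start site values. Away from start sites, with GC-matched controls, the odds ratio was highest for CTCF, which organises chromatin loops (2.16% against 0.471%, odds ratio 4.66). The rare C/EBP (0.184%, odds ratio 4.11) and full NFI sites (0.153%, odds ratio 3.42) followed. After them came the NFI monomer (41.3% against 23.6%, odds ratio 2.27) and NRF (odds ratio 2.09). GRHL, a family of epithelial factors (6.07% against 3.18%, odds ratio 1.97), STAT (odds ratio 1.80) and AP-1 (13.7% against 8.26%, odds ratio 1.76) followed. With controls matched on CpG content as well, the full NFI site had the highest value (6.61), before CTCF (4.33), C/EBP (3.00) and NRF (2.53). The NFI value rests on 49 windows with a match against 7 controls, and with GC-matched controls on 49 against 14. Whether the order differs between the settings beyond such small counts was not tested.

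Over all windows, 17 of the 21 motifs lay above their controls and 3 below at an adjusted p of 0.05. The 3 were GATA (odds ratio 0.953), the E-box bound by SNAI (odds ratio 0.831) and POU1F1 (odds ratio 0.827), and the TATA sequence did not pass the test (odds ratio 0.991, Fisher exact test, adjusted p = 0.613). The TATA value pools opposite directions, with 1.27 at start sites and 0.939 away from them, although with CpG-matched controls TATA no longer passed at start sites (1.04, adjusted p = 0.369). NFY, counted among the 17, also pools opposite directions (1.04 over all windows, 1.43 at start sites and 0.874 away from them). Over all windows, TATA lay below control in the central 200 bp (odds ratio 0.798), with controls matched on CpG content (0.946) and with windows 5 kb beside each region as controls (0.358). AP-1 was in 11.1% (Wilson 95% interval 10.8% to 11.4%) against 6.69% (odds ratio 1.74, adjusted p = 7.34e-128). The HIF core was in 57.7% (Wilson 95% interval 57.3% to 58.1%) against 46.1% (odds ratio 1.60, adjusted p = 3.23e-286). Against windows 5 kb beside each region, which differ in GC content, the RUNX, p53, FOX and NFY sites turned below 1. The HIF core contains a CpG, and with controls matched on CpG content as well its odds ratio was 1.15 over all windows. Away from start sites it was then 1.03 (adjusted p = 0.0689), against 1.28 with controls matched on GC content alone.

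Motif positions were then counted within the windows. Away from start sites, matches in the central 100 bp outnumbered those in the outer 100 bp 2.93-fold for CTCF (exact 95% interval 2.23 to 3.88), 1.83-fold for the NFI monomer (1.74 to 1.92), 1.52-fold for GRHL (1.32 to 1.75) and 1.42-fold for AP-1 (1.30 to 1.55). FOX sites, although above control in share (7.28% against 5.19%), were not more frequent at the centre (0.964-fold, exact 95% interval 0.848 to 1.09). At start sites the centre was preferred 3.90-fold by NRF sites, 1.84-fold by NFY sites and 1.81-fold by SP/KLF sites, while AP-1 (0.987-fold, exact 95% interval 0.817 to 1.19) and GRHL sites (0.984-fold, 0.761 to 1.27) showed no preference. TATA, GATA and POU1F1 sites were rarer at the centre in both classes, at 0.579-fold, 0.635-fold and 0.649-fold away from start sites. The difference between the classes was not tested. These ratios were not corrected for base composition along the window.

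**Figure D4:**
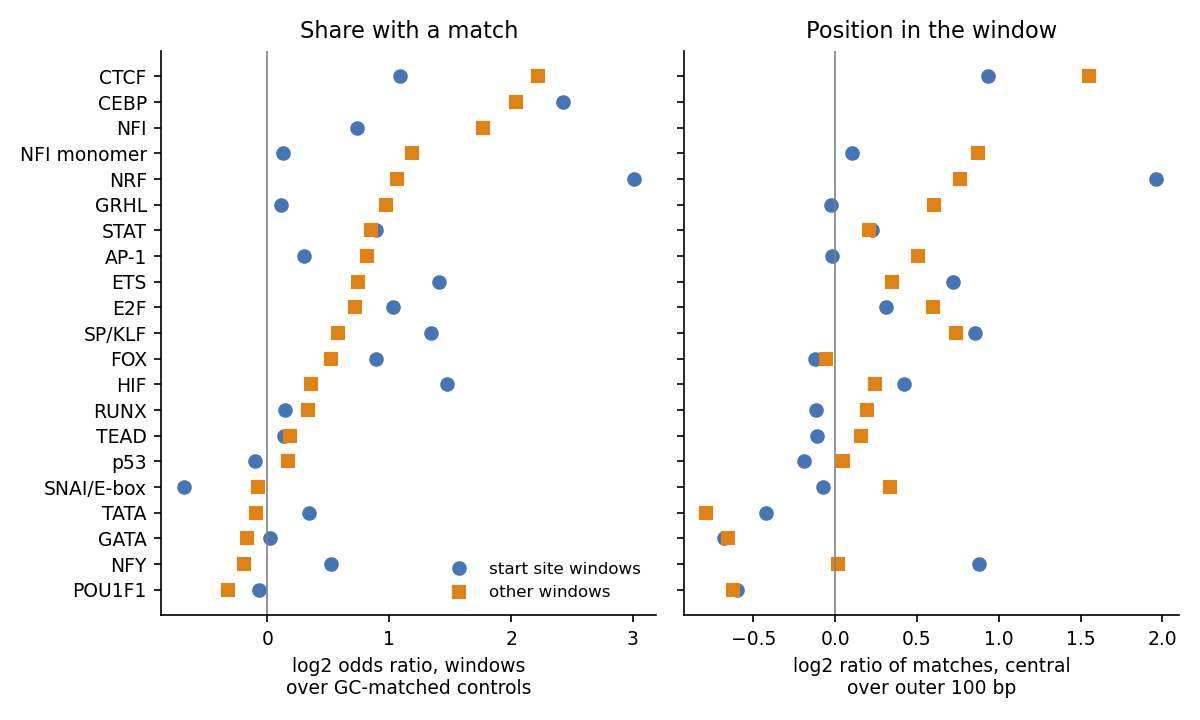
Left, log2 odds ratio of a motif match in windows over GC-matched controls; right, log2 ratio of matches in the central over the outer 100 bp; start site windows are blue circles and other windows orange squares. NFI and C/EBP are left out on the right, having too few matches, and CTCF, the NFI monomer, GRHL and AP-1 lie further right in other windows than in start site windows there.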

Values the study reported

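The study reported 956 sorted EpCAM-positive tumour cells, of which 762 were negative for HIF1α, 139 low and 55 high. It reported that 839 of these cells passed its quality filter. These counts and the wells that GEO's labels give for the HIF1α stain differ, and may not cover the same set of cells. For the peak list, the study kept the top 50,000 peaks and used windows of 500 bp.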

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

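The alternatives with called peaks that kept 2 or more windows, the outermost start site and CpG-matched controls were chosen after seeing the data. Alternatives that keep the highest-scoring part of the list could not be run, since the list has no scores, and leaving out chromosome Y and unplaced sequences changed nothing, since the list has none there. No paired analysis was possible because the data used are 1 list called on pooled cells. The list holds no read counts, so what depth limits was not measured. Of the values of main results under alternatives, 69 kept their direction and side of the threshold or, for values without a test, stayed within their limit (1.5 times for counts), 9 moved and 3 no longer passed the threshold. Of the values for single lists and motifs, 22 no longer passed it in the same direction, some with odds ratios further from 1, 8 reversed, 3 newly passed it, and the rest stayed on their side of the threshold. Among that rest, results that passed the threshold in neither setting turned direction: the milk list in called peaks with 2 or more kept windows (odds ratio 1.34) and against CpG-matched lists (3.12), the basal list in those peaks (0.725) and with windows within 500 bp (0.961), and TATA in those peaks (1.04) and after merging by 1 bp (1.01).

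The ratio of chromosome X to the autosome median ran from 0.325 to 0.419; its p of 0.05 is the smallest that 20 chromosomes allow and says nothing about stability. The clustering ratio ran from 1.51 to 7.01 and the promoter excess of several-summit windows from 8.91 to 24.1 points. No alternative joined all windows of a called peak, so neighbours within a peak count in every clustering ratio. The luminal list (odds ratio 7.11 to 18.0), the hypoxia list (5.60 to 15.2) and the AP-1 (1.32 to 2.07) and HIF motifs over all windows (1.15 to 2.31) kept their direction and side of the threshold under every alternative run for them. The promoter share was 33.9% after merging windows that overlap by 1 bp, 50.4% in called peaks with 2 or more kept windows, 29.1% with promoters within 500 bp and 47.4% within 5 kb. In called peaks with 2 or more kept windows, 4829 genes were accessible and 3 lists lay below other genes. Against lists matched on CpG content, 2 lists lay above and 2 below. The pan-immune list lost its difference in called peaks with 2 or more kept windows (odds ratio 0.725), with windows within 10 kb (0.612) and against CpG-matched lists (0.816). Against CpG-matched lists, the odds ratios of the AP-1 (0.751) and p53, FOX, E2F and EMT lists (0.860) turned below 1. The latter list also lost its call in called peaks with 2 or more kept windows (1.40) and with the outermost start site alone (2.18). The cause was not tested beyond the matching itself.

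With controls 5 kb beside each region, which are not matched on GC content, 7 motifs lay below control, and RUNX (odds ratio 0.711), p53 (0.908), FOX (0.909) and NFY (0.802) turned below 1 and the SNAI E-box (1.20) above it. NFY was also below 1 with controls matched on CpG content (0.990).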

Other observations

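The gene families, the window clusters, the tests of windows away from start sites on chromosome X and of immune genes against foreign cell types, and the reading of the HIF core test were chosen after the results were seen, and the genes named in the next 2 paragraphs after their values were seen.

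Several gene families had fewer accessible start sites than genes of the same CpG content. Hox genes, which set body position, were accessible at 2 of 40 start sites (Hoxb2 and Hoxb5) against a mean of 27.8 in random lists matched on CpG content. Wnt ligands were accessible at 5 of 19, against 13.2, and the 5 were Wnt5a, Wnt5b, Wnt7a, Wnt7b and Wnt9b. Replication-dependent histone genes were accessible at 46 of 67, against 57.4, although above all other genes (68.7% against 52.2%, odds ratio 1.98, adjusted p = 0.0139). Clustered protocadherin genes were accessible at 2 of 24 (Pcdhb1 and Pcdhgc5), against 8.41 (adjusted p = 0.00587), and Fox factors at 24 of 43, against 31.2 (adjusted p = 0.0198). For the Hox, Wnt and histone genes the adjusted p was 0.00088, which rests on the smallest p that 10000 random lists can give, 0.0002. The random lists were not matched on position. Neighbouring genes, as in the Hox, histone and protocadherin clusters, are not independent, so these p-values may be too small. Olfactory receptor genes were accessible at 2 of 1113 (Olfr159 and Olfr368), and no vomeronasal receptor gene was, which allows a share of up to 1.12% (exact 95% interval). Proteasome subunit genes were accessible at 39 of 41, against 31.4 (adjusted p = 0.00629), and the exceptions were Psma8 and Psmb11, subunits of testis and thymus. Genes were counted by annotation entry. Psmb9 and Psmd14 therefore count 2 times each among these, as does Hoxa3 among the Hox genes, and the tests were not rerun without repeats.

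The cluster with the most windows away from start sites lay in sequence with no protein-coding gene. It joined 36 windows over 99.9 kb (85441111 to 85540983 of chromosome 15), between Wnt7b and Ppara, and held the microRNA genes Mirlet7b and Mirlet7c-2. Others covered Dab2ip, a Ras-regulating gene (32 windows away from start sites), and Nfix, which encodes an NFI factor and held 49 windows away from start sites. Nfib, which encodes another NFI factor, held 33. On chromosome X, 27 windows away from start sites lay in Bcor, a transcriptional corepressor gene.

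Chromosome X held fewer windows per Mb than any autosome. Fewer uniquely mappable positions are argued against as the whole cause, since X had 8.59 windows per uniquely mappable Mb and the lowest autosome 16.6. Fewer CpG island start sites could account for the part at start sites, since the share of island genes with a window on X (85.2%) lay within the autosome range of 78.0% to 92.8%. For the part away from start sites the tables are divided: X had 3.97 such windows per uniquely mappable Mb, below the 7.35 to 15.8 predicted from the autosomes at its island density (2.03 island genes per uniquely mappable Mb, outside the fitted 3.43 to 8.08), but 1.95 per island gene, within the autosome range of 1.87 to 4.52. The number of active copies of X per cell was not tested, and no biological explanation was tested.

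Immune marker genes were rarely accessible. Low CpG content at their start sites may account for this, since 9 of the 67 members of the 4 immune lists were accessible and CpG-matched lists gave 9 to 19 in their central 95%, with the observed count at the lower bound. Few immune cells in the pool could account for it too. The immune share was 13.4%, and the lists of neurons and hepatocytes, foreign to the tumour, gave 7.69% with an upper exact limit of 20.9% (Fisher exact test, p = 0.529). Both stay open. The list is named after the HIF1α stain, and the study describes the cells of that experiment as EpCAM-positive. Its methods also say, however, that tumour cells were sorted into wells with no selection by stain.

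Hypoxia response genes were nearly all accessible. High CpG content and numbers of start sites are argued against as the whole cause, since 41 members were accessible and the central 95% of random lists ran from 27 to 37, whether matched on CpG content alone or on start sites as well. HIF core sequences at these start sites cannot be told apart from chance, since 40 of the 41 accessible members held one, and random accessible genes of the same CpG content gave 32 to 40. The prediction set beforehand read a count within that range as evidence against HIF cores, but 87.8% of all accessible genes hold one and only 41 of 41 could have passed, so that bound was too strict to decide. No comparison by HIF1α level was possible from the list, so an effect of that level was not tested.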
